A study of Drosophila melanogaster with 2 samples. Its data were reported in "TATA and paused promoters active in differentiated tissues have distinct expression characteristics" (2021).

How the data were processed

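Single-cell RNA-seq was made from whole wild-type Drosophila melanogaster embryos of 14 to 14.5 h after egg laying. The samples form 1 group with 2 replicate libraries, which came from embryo collections on separate days according to the study's methods. Cells were released by douncing and run on the 10x Genomics droplet platform, which gives each captured RNA molecule a unique molecular identifier (UMI). The deposited matrices hold raw UMI counts per gene and cell, which the authors made with Cell Ranger, after CASAVA 1.8.2, against the dm6 genome with a FlyBase annotation. The authors deposited the barcodes that Cell Ranger took as cells, with 1 matrix per library. No cell annotation was used here, so cell types were rebuilt from the counts.

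The 2 matrices held 1815 and 1496 cells, 3311 in all, and 17737 genes each. Total UMIs were 115238472 and 79563768. The median UMIs per cell were 46659 in library 1 and 37051.5 in library 2, with a lowest cell at 19585 and 19693 UMIs. No count lay on a mitochondrial gene (0% of every cell), so a filter on mitochondrial share had nothing to act on. Cells with at least 200 genes were kept, which was all 3311. Doublets were scored per library with Scrublet (scanpy 1.11.5, expected rate 0.02), which marked 9 cells of library 1 (0.496%) and 8 of library 2 (0.535%). They were kept in the main values and removed in an alternative. A caller that marks so few cells is a weak guard against doublets.

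Counts were scaled to 10000 per cell, log-transformed and clustered in Seurat 5.3.0 (R 4.3.3) with 2000 variable genes, 20 principal components, 20 nearest neighbours and resolution 2. Clusters were named from marker genes fixed before the data were examined. A name needed at least 3 of its markers at 2-fold or more over the other cells (0.1 added to the mean UMIs per 10000), and leading genes that did not go against it. All names below stand for cells that looked like that type by these markers. Clusters of the same name were merged, and a named type was used as a tissue when each library held at least 10 of its cells, which left 14 tissues. Clusters 7 and 17 held more than 1 type and were divided again (10 principal components, 10 neighbours, 1000 variable genes, resolution 0.5). This division was chosen after the clusters were seen, with 13 settings looked at. The final names, and leaving out unnamed clusters and groups too small to test, were also settled at that stage. Cluster 23 is an exception to the condition on leading genes. It was named trachea from 9 of 10 markers, although its 10 leading genes hold 1 epidermis marker, ect, and no trachea marker. It supplied 4 of 128 tracheal cells of library 1 and 63 of 102 of library 2, and was left unnamed in an alternative.

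The promoter classes are lists of genes that the study had made from bulk RNA-seq and from Pol II ChIP-seq. Effector genes, which rise late in embryogenesis, were divided there by the number of tissues with Pol II at the promoter. The classes are TATA-enriched, dual TATA, paused and highly paused genes, from fewest tissues to most. The gene list was given in shortened form, but the 4 classes in it were complete by the sizes that the study states. They held 1526 genes, and 1524 were found in the count files by FlyBase identifier. No class was chosen on these libraries. The classes do rest on the number of tissues with Pol II, so a narrow or broad RNA pattern is not a separate property of them.

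For each gene with at least 10 UMIs over both libraries, the tissue of highest mean level (UMIs per 10000, linear) was its expressing tissue and the 5 of lowest mean were its least-expressing tissues. Genes whose highest mean lay in an unnamed cluster or in a group too small to test, of at least 5 cells, were left out. This removed 81 of 455 TATA-enriched genes and 28 of 356 highly paused genes, so it fell unevenly on the classes. The share of cells with at least 1 UMI, the mean level, and the coefficient of variation (CV) among cells with a UMI were taken in each library and averaged with equal weight. A CV needed 5 detecting cells per library. Its dependence on the mean was removed with a loess fit over 9999 genes (degree 2, span 0.1), as in the study, and the residual is called residual CV. The set of genes in the fit was widened to that fixed in the plan after a first look at the values. Because detection depends on depth, cells were also thinned to 22400 UMIs, which left out 184 cells of library 1 and 145 of library 2 that were shallower. The 25 crystal cells of library 1 had a median of 20865 UMIs, so thinning left out most of them. The minimum of 10 cells per library was not applied again after thinning. The number of tissues detecting a gene counted tissues where at least 10% of thinned cells had a UMI, averaged over the libraries.

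TATA-enriched genes were compared with highly paused genes. Medians were compared (means for the number of tissues) with a two-sided permutation test on the rank sum over genes, with 100000 permutations, whose smallest p is 1e-05. Intervals of 95% came from 2000 bootstrap draws of genes. The share of genes with an outer or gut-derived expressing tissue was compared with a two-sided Fisher's exact test. The 6 comparisons form 1 family, adjusted by Benjamini-Hochberg. These tests treat genes as units. Genes are not independent replicates, since neighbours and family members vary together, and the replication of the embryos is 2 libraries. Shares of cells carry exact Clopper-Pearson 95% intervals, and a count of 0 is given the limit that 3 counts would set. Both cover counting error only.

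Differences between tissues were tested on UMI counts summed per library and tissue, since cells are not replicates. The 28 sums of 14 tissues were fitted with edgeR 4.0.16 (TMM scaling, quasi-likelihood test, filterByExpr) with library as a block, which left 13 residual degrees of freedom and a common biological CV of 0.302. The library is a block because the tissues of 1 library came from the same embryos. Each tissue was set against the mean of the others, and p-values of 10204 genes in 14 tissues were adjusted together by Benjamini-Hochberg at 5%. Fitted log2 fold changes compare with the mean of the other tissues' log values. They depend on the prior count where other tissues hold few UMIs, so CPM (counts scaled by library size) are given for many of the named genes, as means of the libraries unless a library is named. The SE given with a fold is the size of the fold divided by the square root of its F statistic. That SE rests on dispersion fitted over all 28 sums, so it does not measure the spread between the libraries of a tissue. Genes used for clustering are not independent evidence of a difference between clusters. The clustering without effector genes serves as a check on that.

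Fixed gene lists were tested in the same model with camera (limma 3.58.1, preset correlation 0.01), and again with a correlation estimated from the residuals. There were 20 lists, of which 19 could be tested, in 14 tissues. The mitochondrial genome list had no counts. Genes were named by a rule with 5 parts: the study's examples; per tissue, the 2 TATA-enriched and 2 highly paused genes with the largest fold past 5% and higher in both libraries; per class, the 3 highest and 3 lowest in residual CV and the 3 highest in detection in the least-expressing tissues, among genes with at least 1 UMI per 10000; up to 4 members of each list in order of fold; and cell type markers. The samples, comparisons, tests, lists, naming rule and most of the other settings tried were chosen before the data were examined.

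Gene positions are those of an Ensembl annotation of the same genome build, dm6, matched by FlyBase identifier. All 527 TATA-enriched genes and 355 of 360 highly paused genes in the files had one. Most alternatives changed 1 choice at a time: clustering at resolution 1 or 4, without effector genes, or without merging; doublets removed; expressing tissues chosen in 1 library and measured in the other; pooled cells; minimums of 1 or 100 UMIs; comparison within bins of level or of gene length or within tissues; neighbouring genes within 10 kb counted once; other measures of CV; other sets of tissues; DESeq2 1.42.0 size factors and Wald test; no filter; no block; and each replicate left out. Keeping unnamed clusters, keeping small groups with the cells of the libraries pooled, leaving out cells with over 100000 UMIs, resolution 4 without merging, comparison within tissues, leaving cluster 23 unnamed, and leaving out midgut from the outer and gut-derived tissues in 2 ways were added after seeing the data. Resolution 4 without merging, comparison within tissues and bins of level, and small groups with pooled cells changed 2 choices together. The steps were tested on simulated data. With 100 genes changed 4-fold, the edgeR step called 99 in epidermis and 94 in crystal cells. With 100 genes changed 2-fold it called 25 and 9, with 0 false calls in the changed tissue. All other simulated genes had the same share in every tissue. This simulation therefore does not test the setting of the data, where nearly every gene differed between tissues. With dispersion raised 4-fold in 1 class, 5 of 5 draws gave a difference in residual CV and in detection in the expressing tissue, and 0 of 5 did so at equal dispersion. The simulated classes were drawn at random from the same genes, so they shared levels and tissues. These draws therefore cannot show what a difference in level or tissue mix would do. The loess code differed from that of R by at most 2.5e-15 over 9999 genes. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.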

Results

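Transcripts were counted in single cells from whole wild-type embryos of 14 to 14.5 h, an age at which larval tissues have formed. The data fall into 1 group with 2 replicate libraries from separate days, so every comparison below is between cell types or between classes of genes. Library 1 held 1815 cells and 115238472 UMIs, and library 2 held 1496 cells and 79563768 UMIs. Cells were deeply sequenced, with medians of 46659 and 37051.5 UMIs and of 4106 and 3681.5 genes per cell.

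The first question was which tissues of the embryo were captured. Fat body-like cells were the most numerous, at 22.4% of library 1 (406 cells, 95% interval 20.5 to 24.4%) and 22.1% of library 2 (331 cells, 20.05 to 24.3%). Neurons followed with 295 and 149 cells, then midgut with 151 and 113, trachea with 128 and 102, glia with 73 and 147, epidermis with 96 and 117, peripheral sensory cells with 90 and 101, and somatic muscle with 115 and 51. Neural progenitors (49 and 58), imaginal or histoblast cells (59 and 31), dorsal vessel (50 and 25), plasmatocytes (27 and 42), crystal cells (25 and 43) and Malpighian tubule (42 and 16) completed the 14 tissues that were compared. The exact intervals of the libraries did not overlap for 5 tissues. Neurons made up 16.3% of library 1 and 9.96% of library 2, somatic muscle 6.34% and 3.41%, glia 4.02% and 9.83%, epidermis 5.29% and 7.82%, and crystal cells 1.38% and 2.87%.

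**Figure D1:**
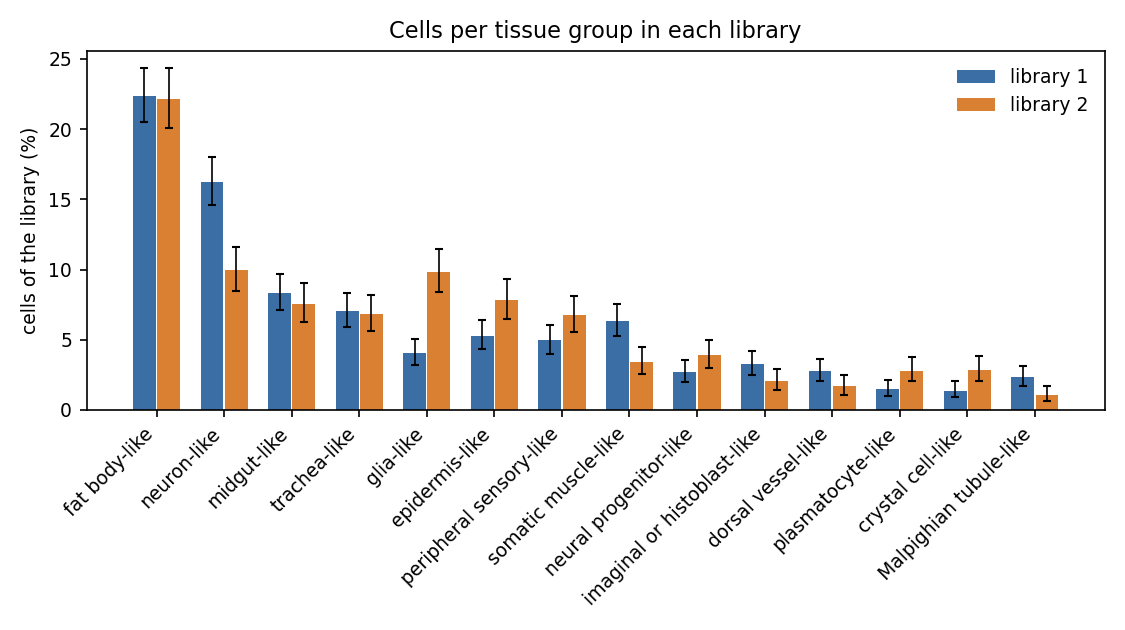
Share of the cells of a library (percent, vertical axis) in each of the 14 tissues, with 1 bar per library and exact 95% intervals that cover counting error only. Fat body-like cells hold 22.4% and 22.1%, while the intervals do not overlap for neurons (16.3% and 9.96%), somatic muscle (6.34% and 3.41%), glia (4.02% and 9.83%), epidermis (5.29% and 7.82%) and crystal cells (1.38% and 2.87%).

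Muscle cells of the body wall expressed all 12 of their markers at 2-fold or more, crystal cells all 7, including the phenoloxidase genes PPO1 and PPO2, and the 3 neuron clusters all 12. Another 3 types were recognised in cells too few to compare. Ring gland-like cells (16 and 6) carried the steroid synthesis genes spok (21.02 and 19.4 UMIs per 10000) and phm (24.7 and 31.6) and the hormone gene Akh (141 and 83.5), and germ cell-like cells numbered 22 and 2. Salivary gland-like cells numbered 7 in library 1 and 0 of 1496 in library 2, which allows a share of up to 0.201%. Depth differed by tissue, since Malpighian tubule cells had medians of 152755 and 141263 UMIs and crystal cells of 20865 and 27159.

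Several tissues were made of different clusters in the libraries. Of the fat body clusters, cluster 0 held 31 and 270 cells, cluster 1 held 187 and 47, and cluster 3 held 188 and 14. Trachea cluster 20 held 61 and 11 cells and cluster 23 held 4 and 63. Across genes, log2 CPM (here without TMM scaling) of the 2 libraries correlated at Pearson's r = 0.981 in neurons and in fat body. In plasmatocytes r was 0.794 and in crystal cells 0.795. These are correlations over genes, which are not independent replicates.

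The classes of late-induced genes by promoter type were then compared for how evenly their RNA was found among cells. TATA-enriched genes were detected in fewer cells of the tissue that expressed them most. The median TATA-enriched gene had a UMI in 22.02% of the cells of its expressing tissue (374 genes), against 93.3% for the median highly paused gene (328 genes). The classes between them lay in order, with 74.1% for dual TATA genes (353) and 92.2% for paused genes (191). In epidermis, which was the expressing tissue of 59 TATA-enriched and 60 highly paused genes, the medians were 17.6% and 92.6%. Jon65Aiii, a Jonah-family protease gene, was found in 37.5% ± 7.91 of midgut cells (SD, n = 2 libraries) and Cpr65Eb, a cuticle protein gene, in 35.5% ± 10.3 of epidermal cells. By contrast Pdp1, which encodes a bZIP transcription factor, was found in 100% ± 0 of fat body cells.

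The difference in medians was -71.3 percentage points (95% bootstrap interval -75.4 to -66.9; two-sided permutation p = 1e-05, the smallest that 100000 permutations can give; adjusted p = 1e-05). It was seen in each library, with medians of 27.97% against 95.9% in library 1 and 13.6% against 92.2% in library 2. With every cell thinned to 22400 UMIs the medians were 15.5% and 85.9%. Part of the difference went with level, because highly paused genes had a median of 2.01 UMIs per 10000 in their expressing tissue and TATA-enriched genes 0.554. Within 7 bins of level it was -50.4 points, and within the expressing tissue and 3 bins of level it was -42.6 points, with a permutation p of 1e-05 in both. The medians also depended on how finely cells were grouped. With clusters not merged they were 35.8% and 98.1% (a difference of -62.3 points), and with unmerged clusters of resolution 4 they were 44.2% and 97.7% (-53.5 points), again with a permutation p of 1e-05.

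**Figure D2:**
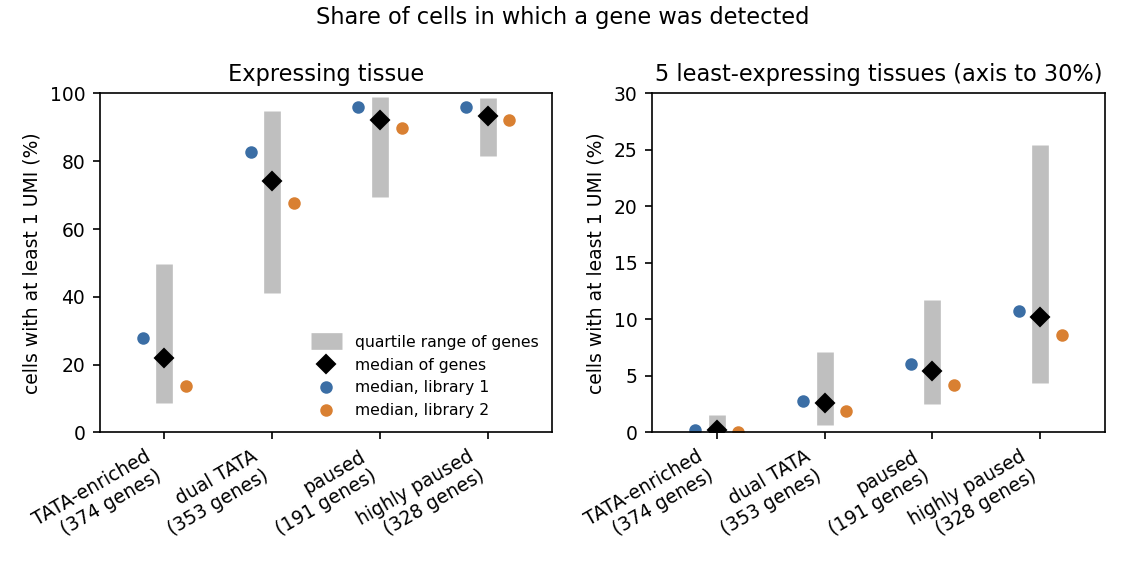
Share of cells with at least 1 UMI of a gene (percent, vertical axis) for the 4 promoter classes, in the expressing tissue on the left and in the 5 least-expressing tissues on the right, where the axis ends at 30%. Grey bars span the quartiles over genes, diamonds are medians and points the medians of the 2 libraries; in the expressing tissue the median rises from 22.02% for TATA-enriched to 93.3% for highly paused genes.

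RNA levels also varied more from cell to cell for TATA-enriched genes among the cells that did have a UMI. After the loess correction for mean level, the median residual CV was 0.333 for TATA-enriched genes (261 genes with enough cells) and -0.0301 for highly paused genes (323). Dual TATA genes lay between at 0.0862, while paused genes, at -0.0581, lay below highly paused genes. The most variable TATA-enriched genes by the fixed rule were Jon65Aiii in midgut (residual CV 1.99), CG4962 in peripheral sensory cells (1.88) and Cpr65Eb in epidermis (1.86). Variable highly paused genes existed too, with yellow-c in imaginal or histoblast cells (1.61), Ddc, the dopa decarboxylase gene of cuticle hardening and dopamine synthesis, in epidermis (1.48), and the Osiris-family gene Osi2 in epidermis (1.23).

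Among the steadiest TATA-enriched genes were CG42833 in Malpighian tubule (-0.539, in 100% of cells), the Nimrod-family gene NimB3 in fat body (-0.484, in 100%) and CR31781 in somatic muscle (-0.331, in 97.1%). NimB3 was also one of the markers that named fat body. Pdp1 in fat body (-0.553), Glut4EF in peripheral sensory cells (-0.466) and CG17124 in neurons (-0.462) were the steadiest highly paused genes, each in 100% of cells. The CV of single genes rests on 2 libraries that could lie far apart, as with Jon65Aiii (CV 4.16 in library 1 and 1.41 in library 2).

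The medians of the classes differed by 0.363 (95% bootstrap interval 0.284 to 0.459; permutation p = 1e-05, the smallest possible; adjusted p = 1e-05), with 0.375 in library 1 alone and 0.332 in library 2 alone. Within the expressing tissue the difference was 0.444. It was present in epidermis, with medians of 0.889 and 0.130, and in midgut, with 0.284 for 70 TATA-enriched genes against 0.0400 for 10 highly paused genes, although these single tissues were not tested. When all cells of the expressing tissue were used, zeros included, the difference in CV was 1.85. That value is on another scale and was not corrected for mean level, on which CV depends.

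**Figure D3:**
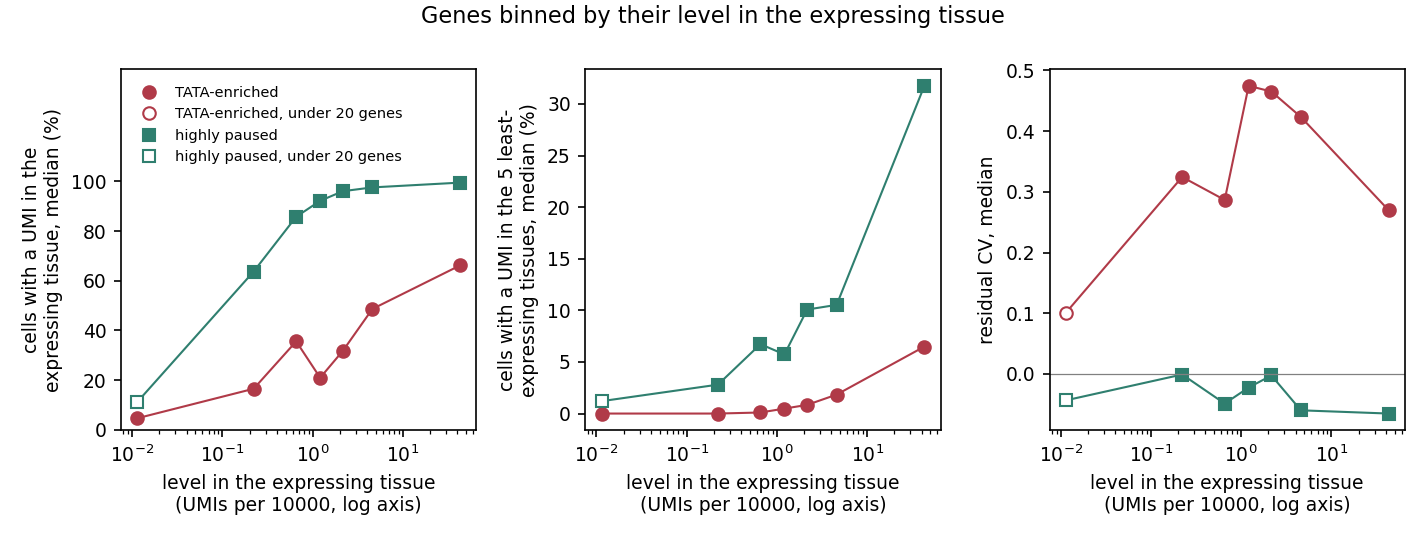
Detection in the expressing tissue (percent), detection in the 5 least-expressing tissues (percent) and residual CV (no unit) against level in the expressing tissue (UMIs per 10000, log axis), as medians of TATA-enriched and highly paused genes in 7 bins of level, with open symbols for bins of under 20 genes. In the highest bin, with 38 and 63 genes, detection is 66.2% and 99.5% and residual CV 0.270 and -0.0651; the lowest bin holds only 6 highly paused genes, 2 of them with a CV.

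The next question was whether a gene was silent where it was least expressed. In their 5 least-expressing tissues, TATA-enriched genes were rarely detected, with a median of 0.215% of cells, against 10.2% for highly paused genes. Dual TATA genes had 2.58% and paused genes 5.40%. Some highly paused genes were found in nearly every cell even of these tissues, among them chinmo, which encodes a BTB zinc-finger protein (99.8% ± 0.277), Glut4EF (99.7% ± 0.382) and Pdp1 (92.2% ± 1.38; SD, n = 2 libraries each). The TATA-enriched genes with the highest values were Osi18 (31.7% ± 2.17), NimB3 (30.5% ± 5.77) and NimB4 (29.3% ± 12.4).

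The medians differed by -10.0 points (95% bootstrap interval -11.8 to -8.01; permutation p = 1e-05, the smallest possible), and by -10.5 in library 1 alone and -7.98 in library 2 alone. Mean levels followed, at 0.000186 UMIs per 10000 for TATA-enriched and 0.0265 for highly paused genes, a difference of -0.0263 (permutation p = 1e-05). The size depended on depth and on the tissues counted. The lowest tissues had been picked on the values they were measured by. With tissues chosen in 1 library and measured in the other, the medians were 1.08% and 11.2% of cells, and the mean levels 0.00224 and 0.0390 UMIs per 10000. With cells thinned to 1 depth the medians were 0% and 5.39%, over all tissues other than the expressing one the difference was -28.9 points, and as a median over them it was -20.3. For the mean levels these latter values were -0.259 and -0.0792, and the difference was -0.0141 without merging clusters, -0.0131 at resolution 4 without merging and -0.0516 within the expressing tissue and 3 bins of level, each with a permutation p of 1e-05. Free RNA in droplets adds UMIs of abundant genes to every cell. The muscle gene Mlp60A was detected in 96.1% of neurons (1.51 UMIs per 10000; median depths 52269 and 37825 UMIs), against 100% and 352 in somatic muscle (36920 and 50158 UMIs), so a share of cells with a UMI is not a share of cells expressing a gene.

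Breadth followed the same order of classes. A TATA-enriched gene was detected in a mean of 1.48 of the 14 tissues (median 1) and a highly paused gene in 8.28 (median 8.25), with 3.92 for dual TATA and 5.75 for paused genes. The lower quartile was 0 tissues for TATA-enriched genes, which thus include genes that missed the limit for detection even in their expressing tissue. The count therefore depends on level as well as on narrowness. TATA-enriched genes had the lower median level, and the number of tissues was not compared within bins of level. The means differed by -6.80 tissues (95% bootstrap interval -7.28 to -6.34; permutation p = 1e-05, the smallest possible). With 24 clusters in place of the merged tissues the difference was -12.0, and with 28 clusters at resolution 4 it was -13.8. Since the classes were set by the number of tissues with Pol II at the promoter, breadth is close to what defined them.

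The study noted many TATA genes in tissues that meet the outside, so the expressing tissues of the classes were compared. Midgut was the expressing tissue of 101 of 374 TATA-enriched genes (27.01%) and of 10 of 328 highly paused genes (3.05%; odds ratio 11.8; Fisher's exact test adjusted over tissues, p = 3.12e-19). Neurons went the other way, with 13 TATA-enriched genes (3.48%) against 58 highly paused genes (17.7%; adjusted p = 2.53e-09). No other tissue passed the adjustment. Epidermis was nearly even with 15.8% and 18.3%, and trachea had 5.61% of TATA-enriched and 9.76% of highly paused genes (adjusted p = 0.125). Taken as 1 group, epidermis, trachea, midgut and Malpighian tubule were the expressing tissue of 57.0% of TATA-enriched genes (213 genes, exact 95% interval 51.8 to 62.0%) and 37.2% of highly paused genes (122 genes, 31.9 to 42.7%). The odds ratio was 2.23 (two-sided Fisher's exact p = 1.70e-07, adjusted p = 1.02e-06) and the difference 19.8 points. When cells were clustered without effector genes it was 8.94 points (48.8% against 39.9% of genes, Fisher's exact p = 0.024). The excess lay in midgut. Without counting midgut the group held 29.9% and 34.1% of genes (112 in each class, Fisher's exact p = 0.256), so the direction turned. Among genes expressed most outside midgut it held 41.0% of 273 and 35.2% of 318 (Fisher's exact p = 0.150).

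The study's 6 example genes ranged widely. Values are means over the 2 libraries ± SD, and positions are in dm6. Ccp84Aa (3R, 6704084 to 6704903), a TATA-enriched cuticle protein gene, was detected in 20.6% ± 19.5 of epidermal cells at 2.39 ± 2.88 UMIs per 10000, which was 34.4% in library 1 and 6.84% in library 2, and in 1.35% of neurons. Osi20 (3R, 6340095 to 6341424), a dual TATA gene of the Osiris family, was detected in 99.2% ± 1.10 of tracheal cells (304.7 ± 49.2) and in 51.0% of neurons (0.198). Mlp60A (2R, 24074602 to 24078223), a dual TATA gene for a muscle LIM protein, reached 352 ± 69.6 in somatic muscle. The highly paused gene ect (3L, 10190276 to 10201837) was detected in 96.1% ± 5.52 of tracheal cells (56.6 ± 41.0) and in 20.7% of neurons (0.0639). Its tracheal level rested in part on cluster 23, with 27.6 and 85.6 in the 2 libraries, against 26.3 and 54.8 without that cluster. Gip (X, 10328877 to 10329872) reached 285 ± 15.4 in crystal cells (100%) and 0.0920 in neurons (35.8%). Ace (3R, 13222951 to 13259517), the acetylcholinesterase gene, was detected in 99.2% ± 0.245 of neurons (2.24 ± 0.456), in 97.8% of peripheral sensory cells, in 76.1% of glia and in 5.54% of fat body cells (0.0129; median depths 49527.5 and 42481 UMIs). The study's text calls Gip highly paused, but its gene table lists Gip as housekeeping and gives Ace no class, and the table was followed here, so neither is in the 4 classes. The neuron shares of the other genes were taken at median depths of 52269 and 37825 UMIs.

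To ask which genes set the tissues apart, summed counts of each tissue were tested against the mean of the others. Nearly every gene differed somewhere. Of 10204 genes, 10101 were higher in at least 1 tissue and 6880 were lower in at least 1 (edgeR, adjusted p under 5%). Neurons had the most, with 3997 genes higher, and crystal cells the fewest, with 1374. The 355 TATA-enriched genes tested were called higher in a mean of 2.48 tissues and the 353 highly paused genes in 4.46. These means were not tested against each other, and the classes differed in level (0.554 and 2.01 UMIs per 10000, above). Midgut had the largest number of higher TATA-enriched genes, 139 against 68 highly paused genes, while in epidermis the numbers were 128 and 217 and in peripheral sensory cells 96 and 236. Adjusted over the list alone, 353 TATA-enriched and 353 highly paused genes were higher in at least 1 tissue, against 354 and 353 over all genes. Many of these genes had also entered the clustering, since 712 effector genes were among the 2000 variable genes.

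The genes named next had the largest folds of their class in a tissue by a fixed rule, so they do not stand for the class. Their CPM differed by over 1.5-fold between the libraries in 35 of 56 named folds and by over 2-fold in 24, and in 12 of the 56 another tissue of 1 library held more CPM than the mean of the named tissue. In midgut the TATA-enriched gene Jon65Aiii (3L, 6050757 to 6051690) was higher by a log2 fold change of 11.22 ± 0.34 (SE; 311 CPM in library 1 and 1113 in library 2, against a mean of 0.607 in the other tissues), and CG10912 by 10.43 ± 0.63 (38.1 CPM against 0.0330). In Malpighian tubule the TATA-enriched genes CG42833 (3L, 20200093 to 20200487) and CG18814 were higher by 12.22 ± 0.27 (1629 CPM against 0.631) and 11.47 ± 0.29 (482 CPM against 0.653). The highly paused genes with the largest folds there were the glutathione S-transferase gene GstE10 in Malpighian tubule (12.87 ± 0.44; 576 CPM against 0.890) and CG9084 in midgut (7.32 ± 0.27; 62.6 CPM against 0.738). All named folds of this and the next paragraphs had an adjusted p of 0.00459 or less in edgeR and were higher in both libraries.

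In trachea and epidermis each gene named here differed by over 2-fold between the libraries. Among TATA-enriched genes, CG5255 (3R, 17137893 to 17138865) in trachea was higher by 13.24 ± 0.54 (733 and 266 CPM in libraries 1 and 2), CG8736 in epidermis by 10.58 ± 0.26 (414 and 119 CPM) and CG7203 there by 10.32 ± 0.19 (3552 and 319 CPM). The highly paused gene reb was higher in trachea by 9.52 ± 0.32 (709 and 170.1 CPM) and CG43333 in epidermis by 8.63 ± 0.43 (316 and 1054 CPM). In imaginal or histoblast cells the TATA-enriched gene CG6409 (10.01 ± 0.31; 33.6 and 169.9 CPM) and the highly paused gene yellow-c (7.58 ± 0.28) led their classes. Yellow-c had 766 CPM there and 796 in epidermis of library 1. In somatic muscle they were CG13247 (8.54 ± 0.44; 89.5 CPM) and CG11617 (7.05 ± 0.31; 215 CPM).

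Among the genes named from these 2 classes in blood and fat body, the larger folds were those of TATA-enriched genes. In crystal cells the TATA-enriched genes CG5418 (2L, 12451945 to 12453242; 14.57 ± 0.28; 30176 CPM against 1.54) and CG6733 (14.12 ± 0.35; 28341 CPM against 17.15) exceeded the highly paused genes CG34136 (8.21 ± 0.28) and fok (7.38 ± 0.17), and fok was also one of the markers that named the cluster. In plasmatocytes the cytochrome P450 genes Cyp304a1 (9.36 ± 0.44) and Cyp309a2 (9.14 ± 0.48) led the TATA-enriched class, at 2002 and 700.1 CPM in library 1 but 167 and 53.3 in library 2. Few cells carried them, since in plasmatocyte cluster 7.0, which they helped to lead, they were found in 20.6% and 17.6% of cells. The highly paused class was led by vkg, which encodes a collagen IV chain (2L, 5012144 to 5028191; 5.28 ± 0.25; 1947 CPM), and by Tig, which encodes the matrix protein tiggrin (4.90 ± 0.23; 1023 CPM). Fat body of library 1 held more of both, with 2007 and 1163 CPM. The gene vkg was also one of the markers that named plasmatocytes. In fat body the TATA-enriched genes were IM3 and the hexokinase gene Hex-C (7.51 ± 0.51 and 7.51 ± 0.47), at 21.3 and 63.8 CPM in library 1 but 3.93 and 18.9 in library 2. There the highly paused genes were the protease gene Hayan (5.99 ± 0.26) and the serpin gene Spn77Ba (5.53 ± 0.32).

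In the nervous system the TATA-enriched genes were an odorant-binding protein gene, Obp56b, in peripheral sensory cells (11.34 ± 0.36; 417 CPM in library 1 and 76.6 in library 2), CR43283 in neural progenitors (7.997 ± 0.54; 492 CPM against 24.8), and the adjacent genes CR44832 and CG12239 on X in neurons (7.53 ± 0.45 and 7.27 ± 0.54). The latter pair was not limited to neurons, where it had 222 and 127 CPM, since crystal cells of library 1 held 628 and 546. The highly paused genes were wry in neurons (5.74 ± 0.31), CG8086 in peripheral sensory cells (6.59 ± 0.30), CG4467 in neural progenitors (4.77 ± 0.28; 239 CPM there and 348 in neurons of library 2), and CG3168 and Npc2b in glia (5.60 ± 0.35 and 5.43 ± 0.30). Weak TATA-enriched genes in glia rested on 1 library, as CG7567 (6.86 ± 0.80) had 18.6 CPM in library 1 and 0.5998 in library 2 and turned to -1.56 at clustering resolution 1. By DESeq2's Wald test CG7567, CG11300 in glia, IM3 in fat body, CG10912 in midgut and CG7953 in neural progenitors no longer passed (adjusted p from 0.0853 to 0.545).

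Lists of genes with known roles, fixed beforehand, were then followed from tissue to tissue, with numbers of members higher in a tissue over all genes tested. Some members were also markers that had named the clusters. Where they were, a list being higher in that tissue was set in part by the naming. The cuticle-forming genes were higher in epidermis and in part in other outer tissues. All 17 tested Tweedle cuticle protein genes were higher there, with TwdlQ at a log2 fold change of 10.08 ± 0.25 and TwdlY at 9.74 ± 0.35, and adjusted over the list alone the number was also 17 (camera adjusted p = 4.13e-15). Cuticle proteins with the R&R chitin-binding domain were higher in epidermis for 48 of 59 (47 adjusted over the list alone), led by Cpr23B (10.32 ± 0.30) and Cpr100A (10.29 ± 0.31), each lower in library 2 (338.5 against 8.44 CPM and 535 against 41.0). That call was lost with an adjusted p = 0.0517 with an estimated correlation. They were also higher for 34 of 59 in imaginal or histoblast cells and for 22 of 59 in each of trachea and peripheral sensory cells (33, 21 and 21 adjusted over the list alone), with an adjusted p = 0.429, 0.465 and 0.832 with an estimated correlation. The libraries gave medians (log2) of 1.69 and -0.28 in imaginal or histoblast cells, 0.11 and 0.24 in trachea, and 0.08 and -0.01 in peripheral sensory cells. Chitin synthesis and chitin-binding genes were higher for 17 of 18 in each of epidermis, trachea and imaginal or histoblast cells (17 adjusted over the list alone in each), with the deacetylase gene verm at 7.68 ± 0.30 in epidermis and the chitinase gene Cht5 at 8.61 ± 0.47 in trachea. Of the Osiris family, 17 of 20 were higher in trachea, 13 in epidermis and 14 in imaginal or histoblast cells (the same numbers adjusted over the list alone). Osi20 (10.48 ± 0.51), Osi18 (10.33 ± 0.44) and Osi19 (10.30 ± 0.46) led in trachea, and the 3 calls had an adjusted p = 0.0517, 0.251 and 0.133 with an estimated correlation. Osi19 and Osi20 were also markers that had named trachea.

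Contractile genes were higher in muscle, dorsal vessel and, as given further below, midgut. Synaptic and channel genes were higher across the tissues of the nervous system. All 25 sarcomere genes were higher in somatic muscle (25 adjusted over the list alone), among them Mf (9.58 ± 0.39), the actin gene Act87E (8.80 ± 0.26) and the myosin light chain gene Mlc2 (8.31 ± 0.41), with an adjusted p = 0.137 with an estimated correlation. In dorsal vessel 21 were higher (21 adjusted over the list alone; adjusted p = 0.451 with an estimated correlation). All 25 synaptic vesicle and transmitter genes were higher in neurons (25 adjusted over the list alone), led by the transporter gene Vmat (6.72 ± 0.52) and by Gad1 (6.31 ± 0.40), as were all 14 voltage-gated and potassium channel genes (14 adjusted over the list alone), led by cac (4.57 ± 0.35) and Sh (4.50 ± 0.45). These calls had an adjusted p = 0.216 and 0.429 with an estimated correlation. The channel genes were also all higher in peripheral sensory cells (14 adjusted over the list alone; adjusted p = 0.314 with an estimated correlation), where tipE (5.35 ± 0.28) and the sodium channel gene para (4.98 ± 0.43) led. Neither list was particular to neurons. Synaptic vesicle and transmitter genes were also higher for 24 of 25 in glia, 21 in neural progenitors and 19 in peripheral sensory cells (24, 21 and 20 adjusted over the list alone), with median log2 fold changes of 3.19, 2.76 and 2.74 against 4.45 in neurons. With an estimated correlation these calls had an adjusted p = 0.191, 0.429 and 0.429. Channel genes were higher for 13 of 14 in glia and in neural progenitors (13 adjusted over the list alone in each), with an adjusted p = 0.429 and 0.581 with an estimated correlation. Proneural and temporal transcription factor genes were higher for 21 of 21 in neural progenitors (21 adjusted over the list alone), with cas at 7.79 ± 0.31, dpn at 7.12 ± 0.31 and wor at 7.05 ± 0.36. In neurons 21 were higher as well (adjusted p = 0.0517 with an estimated correlation) and in glia 19 of 21. Cell cycle genes were higher for 18 of 18 in neural progenitors, led by fzy (5.36 ± 0.30) and aurB (5.07 ± 0.27), and for 17 of 18 in dorsal vessel (the same numbers adjusted over the list alone), with an adjusted p = 0.0846 and 0.0517 with an estimated correlation.

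Other lists were higher in blood cells, fat body and gut. Basement membrane genes were higher for 11 of 12 in plasmatocytes and 9 of 12 in fat body (the same numbers adjusted over the list alone), with Ppn in the lead, Pxn at 5.52 ± 0.37 and Col4a1 at 5.51 ± 0.32 in plasmatocytes and Col4a1 at 5.07 ± 0.32 in fat body, where the adjusted p = 0.251 with an estimated correlation. Ppn, Pxn and Col4a1 were also markers that had named plasmatocytes. Nimrod and scavenger receptor genes, which serve in uptake of particles, were higher for 11 of 14 in plasmatocytes (11 adjusted over the list alone), led by NimC1 (6.15 ± 0.45). Both phenoloxidase genes tested were higher in crystal cells (2 adjusted over the list alone), with PPO1 at 14.04 ± 0.42 and PPO2 at 13.91 ± 0.42, and an adjusted p = 0.0531 with an estimated correlation. These 2 genes were also markers of the cluster. Lipid and lipoprotein genes were higher for 8 of 12 and lower for 2 in fat body (8 and 2 adjusted over the list alone), led by the lipophorin gene apolpp (6.31 ± 0.43), with an adjusted p = 0.429 with an estimated correlation. In plasmatocytes 9 of 12 were higher (9 adjusted over the list alone), again led by apolpp (5.84 ± 0.45), with an adjusted p = 0.0670 with an estimated correlation. All 9 tested trypsin-like protease genes were higher in midgut (9 adjusted over the list alone), with Jon65Aiii and lambdaTry (9.35 ± 0.40) in the lead and an adjusted p = 0.224 with an estimated correlation. Vacuolar ATPase genes were higher for 17 and lower for 3 of 23 in Malpighian tubule (17 and 3 adjusted over the list alone) and higher for 18 in midgut (18 adjusted over the list alone), where Vha100-4 rose by 9.48 ± 0.53, with an adjusted p = 0.251 and 0.349 with an estimated correlation.

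The remaining lists were of mixed roles. Of 88 ribosomal protein genes, 83 were higher in crystal cells (84 adjusted over the list alone) and 84 were lower in neurons, with an adjusted p = 0.298 and 0.429 with an estimated correlation. All 17 septate junction genes were higher in glia (17 adjusted over the list alone), led by nrv2 (3.57 ± 0.30), and 15 were higher in epidermis and 15 in trachea (15 adjusted over the list alone in each), with an adjusted p = 0.314, 0.429 and 0.434 with an estimated correlation. Heat shock genes were higher for 6 and lower for 1 of 11 in crystal cells (5 and 0 adjusted over the list alone), with medians of -0.11 in library 1 and 2.70 in library 2 (log2) and an adjusted p = 0.581 with an estimated correlation. Ecdysone and juvenile hormone synthesis genes were higher for 6 of 6 in trachea (6 adjusted over the list alone), with medians of 0.28 and 2.19 (log2) in the libraries and levels of at most 13.5 CPM, and an adjusted p = 0.634 with an estimated correlation.

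Over 19 lists and 14 tissues, 116 of 266 pairs passed 5% with camera's preset correlation, 54 of them higher and 62 lower. With an estimated correlation 8 pairs held. These were chitin genes in epidermis (adjusted p = 0.0411), imaginal or histoblast cells (0.0318) and trachea (0.0369), Tweedle genes in epidermis (0.0318), proneural and temporal factors in glia (0.0400) and neural progenitors (0.0318), and basement membrane (0.0287) and Nimrod and scavenger receptor genes (0.0287) in plasmatocytes. Several members of these lists were also naming markers, among them Ppn, Pxn and Col4a1 for plasmatocytes and dpn and wor for neural progenitors. Others were TwdlM for epidermis and verm for trachea. Such pairs are not independent evidence on the tissue. When clusters were not merged, 178 pairs passed.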

Values the study reported

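The study reported expression profiles of about 3,500 cells from its single-cell experiments, which it assigned to 16 tissues. It counted 1,527 late-induced effector genes, of which 527 were TATA-enriched, 415 dual TATA, 222 paused and 362 highly paused.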

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

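Keeping unnamed clusters or small groups (the latter with cells pooled), leaving out cells with over 100000 UMIs, resolution 4 without merging, comparison within tissues, leaving cluster 23 unnamed, and leaving out midgut were tests chosen after the results were seen; the others were planned. Of 126 alternative values of the 6 class comparisons, 2 equalled the main value because the setting does not enter the measure: the number of tissues with tissues chosen in 1 library, and residual CV with a minimum of 1 UMI. Of the other 124, 122 kept their direction and a p under 0.05, the highest being 0.024 for the share of genes with an outer or gut-derived tissue. The remaining 2 concern that share: it reversed from 19.8 to -4.20 points (Fisher's exact p = 0.256) with midgut not counted in the group, and fell to 5.81 points (Fisher's exact p = 0.150) without the genes of midgut, which made up 101 of the 213 TATA-enriched genes in the group. With cluster 23 unnamed the class values were 0.383, -72.8, -9.87, -0.0260, -6.86 and 20.9, in the order given next. Without either replicate the values ran from 0.332 to 0.375 for residual CV, from -74.0 to -65.3 points for detection in the expressing tissue, from -10.5 to -7.98 points in the least-expressing tissues, from -0.0208 to -0.0193 UMIs per 10000 for the level there, from -7.78 to -6.59 for the number of tissues, and from 17.8 to 19.8 points for the outer and gut-derived tissues. Over the other alternatives residual CV on the same scale ran from 0.282 within bins of gene length to 0.466 at resolution 1, and, with midgut, the outer and gut-derived share from 8.94 to 22.2 points.

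The number of genes higher in at least 1 tissue was 10101 and ran from 9544 without cells over 100000 UMIs to 11383 without the expression filter. Pairs of gene list and tissue numbered 116 and ran from 98 at resolution 1 to 133 with unnamed clusters kept, except for 178 with unmerged clusters, where more cell groups enter, and 8 with an estimated correlation, which widens each test. The fold of CG7567 in glia reversed to -1.56 at resolution 1 and lost its call (adjusted p = 1 in edgeR); the cause was not tested. Of the other alternative values for 56 named folds (708 in all), 5 lost their call, all under the DESeq2 Wald test, and 96 moved, each of them a fold taken from 1 library alone, with 1 CPM added and no fit. Among 18 named residual CVs, 70 of 278 alternative values moved by more than the spread between libraries, as did 7 of 96 values of detection in the expressing tissue and 68 of 216 in the least-expressing tissues. These totals include 18, 53 and 36 values equal to the main value, such as those with another minimum of UMIs, which say nothing on stability. The fit without the replicate block gave 10008 genes and 109 pairs, so the block changed neither number by 1.5-fold. Leaving out a replicate left no residual degrees of freedom among the samples for the tissue fits, so these gave folds and no test. A filter of at least 500 genes and at most 10% mitochondrial UMIs removed no cell, and a class defined by the TATA sequence was not run, since it needs the genome sequence, which was not used here. Depth limits low shares most: with cells thinned to 22400 UMIs the median TATA-enriched gene had 0% of cells in its least-expressing tissues, against 0.215% before.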

Other observations

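Of the tests of explanations, those within bins of level and in each library were planned, and the others were chosen after the data were seen. For free RNA by source tissue, younger embryos, early embryos and doublets in cluster 19, the rule was also written after the results were seen. Some gene groups were higher in tissues that their names do not give. Sarcomere genes were higher for 19 of 25 in midgut (20 adjusted over the list alone; camera's adjusted p = 0.691 with an estimated correlation), where TpnC47D (3.46 ± 0.58, SE) and Mlc1 (3.42 ± 0.63) led, and Mlp60A reached 27.3 ± 14.6 UMIs per 10000 there (SD, n = 2 libraries). Tweedle genes were higher for 8 of 17 in somatic muscle (8 adjusted over the list alone; adjusted p = 0.577 with an estimated correlation), led by TwdlR (6.47 ± 0.92) at 6.10 and 1.26 CPM. Both phenoloxidase genes were higher in trachea (2 adjusted over the list alone), with list medians of 0.39 in library 1 and 5.01 in library 2, although camera did not pass the list there (adjusted p = 0.269). Cluster 23 supplied 63 of 102 tracheal cells of library 2 but 4 of 128 of library 1. In library 2 Gip, which was highest in crystal cells, had 2.18 UMIs per 10000 in cluster 23 and 0.293 in other tracheal cells. Whether cluster 23 carried the phenoloxidase genes was not examined.

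A few cells belonged to types that formed no cluster. Cyp4g1, a cytochrome P450 gene of the wax-producing oenocytes, exceeded 50 UMIs per 10000 in 4 cells, 2 per library, with 59.8 to 239 in them against 0.0112 in other cells, and the elongase gene CG18609 reached 10.9 to 107 in the same cells. Unnamed cluster 8 (66 and 74 cells) was led by CG4734 and Cyp309a1 and had only 2 of the midgut markers. Unnamed cluster 17 (31 and 52 cells after the salivary gland cells were set apart) mixed glia, oenocyte, neuron and plasmatocyte genes with those of fat body, and held 4 of the 17 cells marked as doublets.

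Highly paused genes were detected in more cells of their 5 least-expressing tissues than TATA-enriched genes. Free RNA in proportion to a gene's counts would give both classes a like ratio of the level there to the level in the whole library, but the ratio was 2.58 times higher for highly paused genes (95% bootstrap interval 2.02 to 3.46), and among genes of the same expressing tissue it was higher by 1.07 on the log2 scale (0.72 to 1.38). Level and the mix of expressing tissues do not account for the difference in detection, which was -9.67 points within bins of level and -9.64 points within the expressing tissue. Judged by muscle genes, free RNA may still make up much of the signal of the typical highly paused gene. The median ratio of highly paused genes was 9.57%, against 3.71% for TATA-enriched genes. It was close to the 9.75% of 13 muscle and phenoloxidase genes (1.43% to 15.3%), and only 119 of 325 and 47 of 301 exceeded all 13. That match depends on the reference genes, since the median and the highest value of the 13 came from muscle genes (up and sls). The phenoloxidase genes PPO1 (1.43%) and PPO2 (1.74%) lay below the lower quartile of highly paused genes (4.7%). Free RNA whose share differs from gene to gene or between the least-expressing tissues remains open, and no biological explanation was tested, as the design has 1 group.

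TATA-enriched genes had a higher residual CV than highly paused genes. Finer cell types inside the merged tissues would lower the difference, but with each cluster of resolution 4 as its own tissue it was 0.321, above 0.181, the bound its rule gave before this test was run, with a 95% bootstrap interval of 0.228 to 0.371. The mix of tissues and the libraries do not account for it, since it was 0.444 within the expressing tissue and 0.332 in the library with the smaller difference. Cell types finer than these clusters, embryos of slightly different age, and the promoters themselves remain open and untested.

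The secreted-protein genes CG13159 and CG31813, which made up 2784 and 2810 of every 10000 UMIs in the 7 salivary gland-like cells of library 1, were detected in 70.3% and 84.5% of the cells of library 2, where no such cell was found. Free RNA from salivary cells that were not captured would reach all cells alike. The mean level of CG31813 ranged 7.58-fold over the 14 tissues, beyond the bound its rule gave. It ran from 0.154 UMIs per 10000 in Malpighian tubule to 1.17 in epidermis. That range cannot decide the question, because a like number of UMIs per cell gives a lower level in deeper cells. Malpighian tubule cells were the deepest of library 2, with a median of 141263 UMIs. The UMIs per cell, a measure added afterwards that leaves cell size out, ranged 4.62-fold, and the ratio of the genes 1.84-fold. Both lay within the bounds that the rule gave for level and ratio. A fat body cell with 502 UMIs of CG31813 and a neuron with 146 may carry salivary material, and free RNA remains open for the rest. In library 1 the genes were detected in 43.0% and 49.2% of other cells.

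A pair of unnamed clusters raised the hypothesis of embryos of other ages. In cluster 19 (60 and 19 cells, led by CG4440 and CG13427) 25 patterning genes fixed for gastrulating embryos had median log2 folds over other cells of 1.21 in library 1 and 0.125 in library 2, so the median does not support younger embryos in library 2. There 6 of the 25 were still higher by 2-fold or more and 0 lower, against 15 and 0 in library 1. Many of the 25 lay near or under the 0.1 added to each mean, which limits what the median can show. The 14 genes of late tissues were low in both (-3.42 and -3.75), which younger embryos and undifferentiated cells would share, so the source remains open. Doublets are not supported, since its median UMIs were at most 0.964 of those of its library. In cluster 28 (7 and 17 cells, led by wisp, CycB and pgc) 14 maternal and early cleavage genes had medians of 1.72 and 2.99, and the genes of late tissues had -4.11 and -4.16. A few eggs or embryos before gastrulation are thus a candidate source of these cells.

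The matrices held 3311 barcodes, all of which passed a minimum of 200 genes. That is lower than the value quoted from the study above. Cell types were rebuilt from marker genes here, so numbers of tissues may differ from the study for that reason alone, as they did between 12 at resolution 1 and 14 at resolution 2.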
